# Elucidation of HHEX in pancreatic endoderm differentiation using a human iPSC differentiation model

**DOI:** 10.1038/s41598-023-35875-1

**Published:** 2023-05-29

**Authors:** Ryo Ito, Azuma Kimura, Yurie Hirose, Yu Hatano, Atsushi Mima, Shin-Ichi Mae, Yamato Keidai, Toshihiro Nakamura, Junji Fujikura, Yohei Nishi, Akira Ohta, Taro Toyoda, Nobuya Inagaki, Kenji Osafune

**Keywords:** Developmental biology, Stem cells, Endocrinology

## Abstract

For pluripotent stem cell (PSC)-based regenerative therapy against diabetes, the differentiation efficiency to pancreatic lineage cells needs to be improved based on the mechanistic understanding of pancreatic differentiation. Here, we aimed to elucidate the molecular mechanisms underlying pancreatic endoderm differentiation by searching for factors that regulate a crucial pancreatic endoderm marker gene, NKX6.1. Unbiasedly screening an siRNA knockdown library, we identified a candidate transcription factor, HHEX. *HHEX* knockdown suppressed the expression of another pancreatic endoderm marker gene, *PTF1A*, as well as *NKX6.1*, independently of *PDX1*, a known regulator of *NKX6.1* expression. In contrast, the overexpression of *HHEX* upregulated the expressions of *NKX6.1* and *PTF1A*. RNA-seq analysis showed decreased expressions of several genes related to pancreatic development, such as *NKX6.1*, *PTF1A*, *ONECUT1* and *ONECUT3*, in *HHEX* knockdown pancreatic endoderm. These results suggest that HHEX plays a key role in pancreatic endoderm differentiation.

## Introduction

Type 1 diabetes is a condition in which pancreatic β cells are destroyed by autoimmunity, resulting in an absolute deficiency of insulin^1^. Although insulin injection is the standard treatment, the complete return to normal blood glucose maintenance is often difficult, resulting in hypoglycemia and hyperglycemia. Whole-organ pancreas and islet transplantations are among the treatments that may achieve normoglycemia, but these therapies are hampered by severe donor shortages^1–3^. Since pluripotent stem cells (PSCs), such as embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), have infinite proliferative and pluripotent differentiation potential, they are expected sources of pancreatic β cells for regenerative medicine. Recently, in vitro differentiation methods from human PSCs to pancreatic β cells have substantially advanced^4–10^. However, detailed elucidation of the differentiation mechanism is required to achieve higher differentiation efficiency.

During the developmental process of endoderm lineages, the posterior foregut expresses a specific marker gene called pancreatic and duodenal homeobox 1 (PDX1) and differentiates into the pancreas, duodenum, extrahepatic bile duct and posterior stomach^11^. A part of the posterior foregut differentiates into pancreatic endoderm which expresses NK6 homeobox 1 (NKX6.1) and pancreas associated transcription factor 1a (PTF1A). These PDX1^+^NKX6.1^+^PTF1A^+^ pancreatic endoderm cells act as multipotent pancreatic progenitor cells that give rise to all pancreatic lineages^12^. PDX1^+^NKX6.1^+/high^ pancreatic endoderm cells derived from human PSCs mature into functional β cells and improve hyperglycemia when transplanted into immunodeficient diabetes model mice, whereas human PSC-derived PDX1^+^NKX6.1^+/low^ cells differentiate into polyhormonal cells and do not functionally mature^13^. Thus, the expression of NKX6.1 in pancreatic endoderm may play a crucial role in the subsequent differentiation to pancreatic β cells. It is known that Pdx1 promotes Nkx6.1 expression in murine pancreatic endoderm and that in E10.5 *Pdx1*^*−/−*^ mice, the expression of Nkx6.1 is absent from the residual pancreatic epithelium^14^. However, regulators of NKX6.1 expression other than PDX1 in pancreatic endoderm have not been fully elucidated.

PSCs are powerful tools for elucidating developmental mechanisms when used in in vitro differentiation systems to mimic developmental processes in embryos^9,10,15^. In the present study, we aimed to identify regulatory genes and elucidate their roles in pancreatic endoderm differentiation using a human iPSC differentiation model. We established a screening system using an siRNA knockdown library and found that the transcription factor hematopoietically expressed homeobox (HHEX) is a key regulator for pancreatic endoderm differentiation. We found that HHEX affects several genes related to pancreatic development and is essential for pancreatic endoderm differentiation.

## Results

### Development of siRNA screening system for regulators of NKX6.1 expression in pancreatic endoderm

To identify the regulators of NKX6.1 expression in human pancreatic endoderm, we established a screening system using siRNA-mediated gene knockdown. As shown in Fig. 1A, we differentiated human iPSCs into pancreatic endoderm by modifying our previously reported induction method using a two-dimensional monolayer culture^10^. Cell re-seeding was performed on Stage 3 day 2 (day 9), which is the differentiation stage of posterior foregut. The next day (day 10), siRNA transfection was performed when changing to Stage 4 medium. The estimated value of the siRNA transfection efficiency using fluorescent RNA oligo was nearly 100% (Fig. S1A). We used siRNA against the *PDX1* gene (siPDX1) as a positive control, since this gene is known to promote the expression of NKX6.1^14^, and found siRNAs at more than 7.5 nM are effective (Fig. S1B). The effect of each siRNA on NKX6.1 expression was evaluated by measuring the percentage of NKX6.1^+^ cells among total cells in immunostaining images. The percentage of NKX6.1^+^ cells was similar among different wells and decreased with the transfection of siPDX1 (Fig. S1C). Thus, we developed a screening system for regulators of NKX6.1 expression in human pancreatic endoderm using siRNA-mediated gene knockdown.

**Figure 1:**
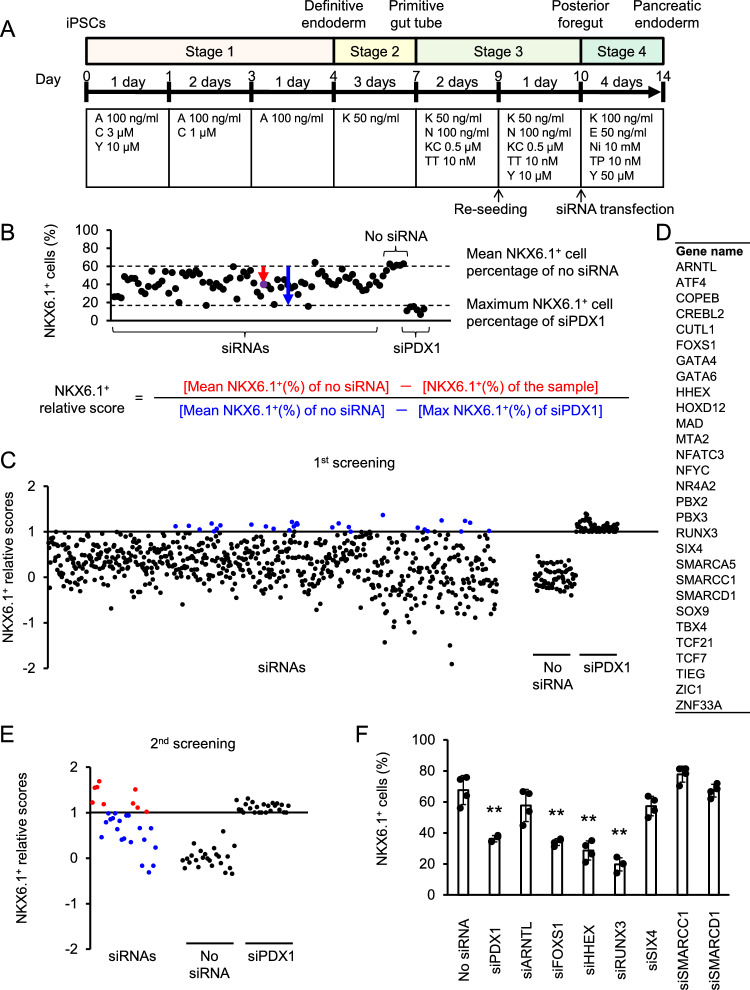
Screening the siRNA knockdown library for regulators of NKX6.1 expression in pancreatic endoderm. **(A)** A schematic diagram of the procedures used to differentiate pancreatic endoderm cells from iPSCs. *A* activin A; *C* CHIR99021; *Y* Y-27632; *K* KGF; *N* Noggin; *KC* KAAD-cyclopamine; *TT* TTNPB; *E* EGF; *Ni* nicotinamide; *TP* TPB. **(B)** A schematic diagram showing NKX6.1^+^ relative scores for each gene in the screening. **(C)** A scatterplot showing NKX6.1^+^ relative scores of each siRNA from the 1st screen. **(D)** The list of 29 hit genes in the 1st screening. **(E)** A scatterplot showing NKX6.1^+^ relative scores of each siRNA from the 2nd screen. **(F)** Validation of 7 hit genes using siRNAs with different sequences. The data from four independent experiments are presented as the mean ± SD (n = 4). **p < 0.01 by one-way ANOVA with Dunnett’s test for comparison with no siRNA.

### siRNA screening identified HHEX as a regulator of NKX6.1 expression

We searched for NKX6.1 regulators by screening siRNAs against 719 available transcription factors extracted from the FANTOM5 (Function ANnoTation Of the Mammalian genome-5) database (fantom.gsc.riken.jp/5). We calculated the NKX6.1^+^ relative score by dividing the difference between the mean NKX6.1^+^ cell percentage (%) of the negative controls without siRNAs and the NKX6.1^+^ cell percentage (%) with the tested siRNAs by the difference between the mean NKX6.1^+^ cell percentage (%) of the negative controls without siRNAs and the maximum NKX6.1^+^ cell percentage (%) of the positive controls with siRNA against PDX1 (Fig. 1B). We defined genes with an NKX6.1^+^ relative score greater than 1 as a hit. Consequently, 29 hit genes were identified by the primary screening (blue dots; Fig. 1C, D). A secondary screening was performed using these 29 hit genes in the same manner as the primary screening, narrowing down the hits to nine genes (red dots; Fig. 1E), among which two genes (GATA4 and GATA6) were previously reported as regulators of PDX1 expression and therefore excluded^16^. Reproducibility was confirmed with three of the remaining seven genes by examining siRNAs against other sequences in the same seven genes (Fig. 1F). We further excluded two of the three genes; *FOXS1*, whose knockdown only modestly decreased the NKX6.1^+^ cell percentage according to a flow cytometry analysis (Fig. S2A), and *RUNX3*, whose knockdown caused a decrease in the number of PDX1^+^ cells and total cells as well as NKX6.1^+^ cells, probably due to non-specific cytotoxicity (Fig. S2B). Finally, *HHEX* was extracted as a candidate.

### HHEX is essential for pancreatic endoderm differentiation

We further verified *HHEX* knockdown in pancreatic endoderm (Fig. 2A, B). The analysis revealed that *HHEX* knockdown reduced both the NKX6.1^+^ cell percentage and NKX6.1 protein expression, but not the PDX1^+^ cell percentage or PDX1 protein expression, which suggests that HHEX affects NKX6.1 expression by mechanisms independent of PDX1. The decrease in the NKX6.1^+^ cell percentage by *HHEX* knockdown was observed in the iPSC line 585A1, iPSC line Ff-I01 and human ESC line KhES-3 (Fig. 2C), indicating that the effect was not cell line-specific. Next, we evaluated the effects of *HHEX* knockdown on the expression of another pancreatic endoderm marker gene, *PTF1A*, and found that its expression too was reduced (Fig. 2D). We also considered whether HHEX promotes the proliferation of pancreatic endoderm cells, because cultures with high cell density facilitate the differentiation of pancreatic endoderm cells from hESCs/iPSCs^9^. However, *HHEX* knockdown, like *PDX1* knockdown, did not affect the total cell number (Fig. 2E). Therefore, we concluded that HHEX regulates NKX6.1^+^ pancreatic endoderm cell differentiation and not proliferation.

**Figure 2:**
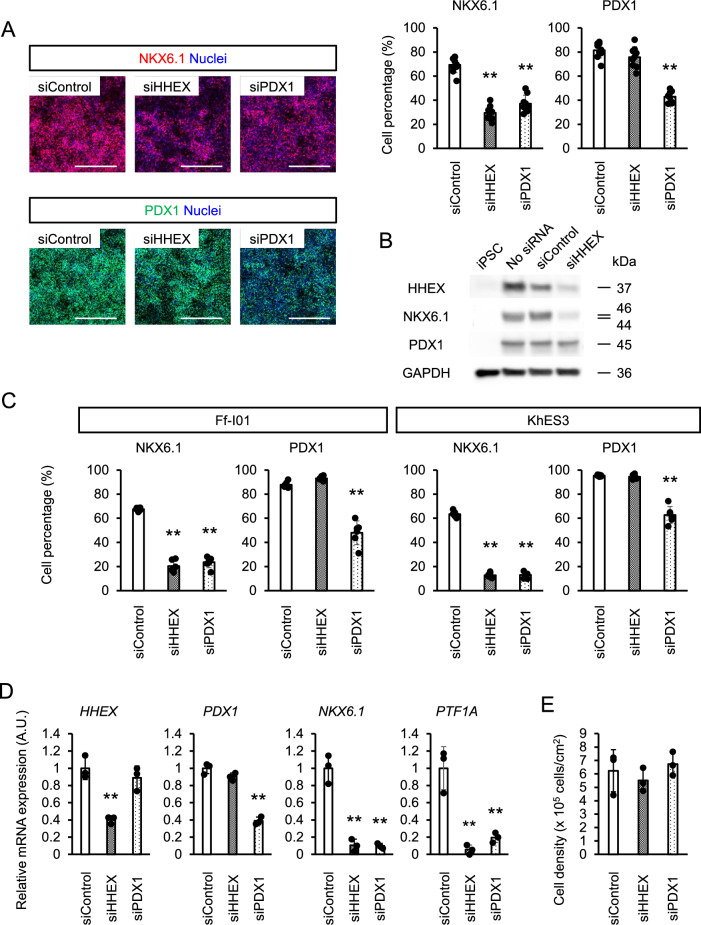
The effects of *HHEX* knockdown on pancreatic endoderm cells. **(A)** Immunofluorescence images (left panels) and percentage (right panels) of NKX6.1^+^ and PDX1^+^ cells at Stage 4 upon knockdown of *HHEX* or *PDX1*. Scale bars; 500 µm. **(B)** The protein expression of HHEX, NKX6.1 and PDX1 upon *HHEX* knockdown at Stage 4 by western blotting. **(C)** Percentage of NKX6.1^+^ and PDX1^+^ cells at Stage 4 upon knockdown of *HHEX* or *PDX1* in other PSC lines. **(D)** Expressions of *HHEX*, *PDX1*, *NKX6.1* and *PTF1A* at Stage 4 upon knockdown of *HHEX* or *PDX1*. **(E)** The number of Stage 4 cells upon knockdown of *HHEX* or *PDX1*. The data from three independent experiments are presented as the mean ± SD (n = 9 for A; n = 6 for C; n = 3 for D and E). **p < 0.01 by one-way ANOVA with Dunnett’s test for comparison with siControl.

### HHEX contributes to the generation of pancreatic endoderm

HHEX is expressed in endoderm lineage tissues at early developmental stages^17,18^. We therefore examined the temporal expression of *HHEX* in our iPSC differentiation culture system to compare the expression pattern with embryos. In our culture, *HHEX* expression was increased through day 4 of the stage of the definitive endoderm (Stage 1) to day 3 of the primitive gut tube (Stage 2) (day 7), decreased by day 3 of the posterior foregut (Stage 3) (day 10), and then substantially increased again by day 1 of the pancreatic endoderm (Stage 4) (day 11) (Fig. 3A). This increase at Stage 4 was observed regardless of re-seeding on Stage 3 day 2 (day 9) (dotted line; Fig. 3A). To examine whether the increase at Stage 4 promotes the expressions of *NKX6.1* and *PTF1A*, we overexpressed *HHEX*. The cell transfection efficiency of *pCXLE-eGFP* using electroporation was about 30% (Fig. 3B). When we modified the Stage 4 culture by removing EGF, nicotinamide and TPB from the original Stage 4 medium, the rise of *HHEX* expression was delayed (Fig. S3A) compared to the early and rapid increase in *HHEX* expression in the original Stage 4 cultures (Fig. 3A). In the modified conditions, *HHEX* was overexpressed by the transfection of *pCXLE-HHEX*. As a result, *HHEX* overexpression restored the *HHEX* upregulation in early Stage 4 (day 11) (Fig. 3C). The expression of *NKX6.1* and *PTF1A* also increased three days after *HHEX* upregulation (day 14) (Fig. 3C). In addition, *HHEX* overexpression increased the NKX6.1^+^ cell percentage (Fig. 3D).

**Figure 3:**
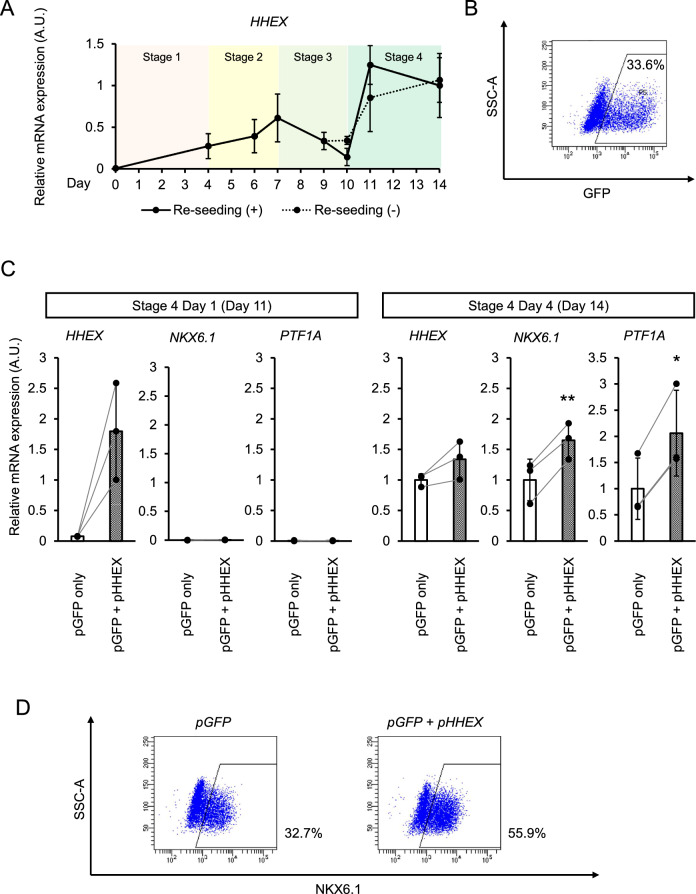
HHEX contributes to the generation of pancreatic endoderm. **(A)** The expression of *HHEX* during differentiation from the undifferentiated state to pancreatic endoderm cells with (solid line) or without re-seeding on Stage 3 day 2 (dotted line). **(B)** A representative flow cytometer plot showing the transfection efficiency of *pCXLE-eGFP* into pancreatic endoderm cells by electroporation. **(C)** Expressions of *HHEX*, *NKX6.1* and *PTF1A* in Stage 4 day 1 (day 11; left panels) and Stage 4 day 4 (day 14; right panels) cells overexpressing *HHEX* on Stage 4 day 0 (day 10). **(D)** Representative flow cytometer plots showing NKX6.1^+^ cell percentage upon the overexpression of *HHEX*. The data from three independent experiments are presented as the mean ± SD (n = 3). *p < 0.05 and **p < 0.01 by two-tailed Student's t-test.

### HHEX is involved in pancreatic endoderm maturation

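RNA was sequenced from 3 cultures of the human iPSC line 585A1, 1 library for each condition. The first was posterior foregut (PF) on day 10, at the end of Stage 3. The other 2 were pancreatic endoderm (PE) on day 14, after 4 days of Stage 4, and had received 7.5 nM of siRNA against HHEX (PE siHHEX) or of control siRNA (PE siControl) on day 10. The authors enriched poly(A) RNA, made stranded libraries, mapped the trimmed reads to GRCh38 with STAR 2.7.3a and counted them per gene with featureCounts 2.0.1, and the deposited values are FPKM for 60619 genes. The number of reads assigned to genes was found from the most common value of FPKM times exon length, taken as 1 read. It was 20188263 for PF, 22288880 for PE siHHEX and 25620844 for PE siControl. Between 60.3% and 61.0% of the values above 0 were whole reads within 0.001 of a read, and all were whole hundredths of a read, so some reads were shared between genes or positions. FPKM was rescaled to TPM, and libraries were compared as the difference of log2(TPM + 1), which understates the difference of low genes. Counts of genes 2-fold or more apart are on this scale. With no replicates, there is no test between conditions. The 95% intervals given for single genes are exact binomial (Clopper-Pearson) intervals of the read counts, and cover counting error only. HHEX, the targeted gene, lies on chromosome 10 from 92689955 to 92695647. It was at 15.7 TPM in PF, 109.9 TPM in PE siControl and 48.4 TPM in PE siHHEX. The ratio of siHHEX to siControl was 0.44 (95% interval 0.403 to 0.48, from 708 and 1885 reads).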

To verify the detailed roles of HHEX, the transcriptional profile of iPSC-derived pancreatic endoderm cells, in which *HHEX* was knocked down, was analyzed by RNA sequencing (RNA-seq; Fig. 4A). 

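The PE siHHEX library lay nearer to PE siControl than to PF. Across the 24228 genes with at least 1 TPM in one of the 3 libraries, Pearson's correlation of log2(TPM + 1) was 0.959 between PE siHHEX and PE siControl, 0.901 between PE siHHEX and PF and 0.898 between PE siControl and PF. The root mean square difference was 0.608 between the PE libraries, against 0.959 between PE siHHEX and PF and 0.967 between PE siControl and PF. These correlations are across genes, which are not independent replicates. The genes with the largest differences between PE siControl and PF were on the PE side in PE siHHEX too. JAG1, a Notch ligand, was at 6.78 TPM in PF, 608.8 TPM in PE siControl and 700.7 TPM in PE siHHEX. SLC4A4, a bicarbonate transporter, was at 7.88, 526.3 and 408.8 TPM in the same order. RSPO3, an enhancer of Wnt signalling, was at 219.5 TPM in PF and under 1 TPM in both PE libraries, and S100A14 was at 849.9 TPM in PF, 7.26 TPM in PE siControl and 12.3 TPM in PE siHHEX. Of 23174 genes compared between PE siControl and PF, 2530 were 2-fold or more higher in PE siControl and 2639 lower, but with ACTB set equal in the libraries 4194 were higher and 1786 lower. Between PE siHHEX and PE siControl, 1104 of 22586 genes were 2-fold or more higher in PE siHHEX and 1186 lower. Few reads stood behind many of these genes. Among protein-coding genes with at least 50 reads in one of the libraries, a limit chosen after the values were seen, 136 were higher and 69 lower in PE siHHEX than in PE siControl, against 871 higher and 1114 lower in PE siControl than in PF.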

Gene expressions in the *HHEX*-knockdown pancreatic endoderm cells (PE siHHEX) were closer to control pancreatic endoderm cells (PE siControl) than posterior foregut cells (PF). 

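NKX6-1, PTF1A and ONECUT3 were more than 2-fold lower in PE siHHEX than in PE siControl, ONECUT1 was lower by less, and EPCAM differed little. NKX6-1, a transcription factor of pancreatic progenitors and β cells, lies on chromosome 4 of GRCh38 from 84491987 to 84498450. It had no read in PF and was at 137.8 TPM in PE siControl and 47.8 TPM in PE siHHEX, a log2 difference of -1.51 (95% interval -1.62 to -1.4). Counting 3 reads for PF, its level was at least 742-fold higher in PE siControl than in PF. PTF1A, a transcription factor of early pancreas and of acinar cells, lies on chromosome 10 from 23192312 to 23194245. It was at 2.96 TPM in PE siControl and 0.211 TPM in PE siHHEX, from 33 and 2 reads, so that the ratio of 0.071 has a wide interval of 0.00826 to 0.278. ONECUT3 (chromosome 19, 1753506 to 1780988) had no read in PF and was at 53.3 TPM in PE siControl and 21.1 TPM in PE siHHEX, a log2 difference of -1.3 (95% interval -1.4 to -1.19). ONECUT1 (chromosome 15, 52755053 to 52791078) was at 20.9 TPM in PF, 50.0 TPM in PE siControl and 35.7 TPM in PE siHHEX. Its log2 difference between the PE libraries was -0.47 (95% interval -0.57 to -0.37). EPCAM, an epithelial adhesion molecule (chromosome 2, 47345158 to 47387601), was at 505.0 TPM in PE siControl and 484.1 TPM in PE siHHEX, a log2 difference of -0.06 (95% interval -0.11 to -0.01). Of the 22586 genes compared, 82.4% differed by more than EPCAM and 24.5% by more than ONECUT1. Among the 12642 protein-coding genes with at least 50 reads, these shares were 75.6% and 9.17%. The log2 difference of PTF1A depends on the pseudocount and was -0.61 with a pseudocount of 5.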

Among the genes related to pancreatic development, the expressions of *ONECUT1*, *ONECUT3* and *EPCAM* as well as *NKX6.1* and *PTF1A* were downregulated by *HHEX* knockdown (Fig. 4A). Reproducibility was confirmed for *ONECUT1* and *ONECUT3* by multiple rounds of qRT-PCR (Fig. 4B). We also considered whether transient *HHEX* knockdown diverts cells from the pancreatic lineage and permanently impairs their ability to differentiate towards pancreatic endoderm but found, with continued culturing in Stage 4 medium, the percentage of PDX1^+^NKX6.1^+^ pancreatic endoderm cells in siHHEX gradually reached the level of siControl (Fig. 4C). Moreover, *HHEX* knockdown did not downregulate definitive endoderm-related genes or consistently upregulate hepatobiliary and duodenal development-related genes (Figure S3B). 

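Of 10 definitive endoderm genes compared between the PE libraries, from a list of 16, HHEX itself was the only one 2-fold or more lower in PE siHHEX. None was 2-fold or more higher. Members under 1 TPM in both PE libraries were not compared. Among them, EOMES was lower in PE siHHEX, at a ratio of 0.293 (95% interval 0.0859 to 0.805). LEFTY2 had a ratio of 1.56 (95% interval 0.309 to 8.91), and NODAL had no read in either PE library. The median log2 difference of the list was 0.02, at the 47.2 percentile of 10000 random lists of the same size and expression. FOXA2, a pioneer factor of endoderm, was at 79.0 TPM in PE siControl and 80.0 TPM in PE siHHEX. GATA4, another endoderm factor, was at 103.6 and 165.7 TPM, and GATA6 at 162.9 and 148.8 TPM. Of 14 hepatobiliary genes, 1 was 2-fold or more higher in PE siHHEX, 2 were lower and 11 lay within 2-fold, with a median of -0.07 (percentile 4.8). The 2 lower genes were SERPINA1, which encodes alpha-1 antitrypsin, at 77.0 TPM in PE siControl and 12.3 TPM in PE siHHEX, and SPP1, which encodes osteopontin, at 255.5 and 60.0 TPM. PROX1, a transcription factor of liver and pancreas, was at 80.4 and 43.5 TPM. None of the 6 duodenal and intestinal genes compared, from a list of 16, was 2-fold or more apart on the log2(TPM + 1) scale. Of the 6, 4 were higher in PE siHHEX, and the median of the 6, 0.46, lay at the 99.8 percentile. Among them, ISX was at 10.5 TPM in PE siControl and 20.0 TPM in PE siHHEX, ANXA13 at 2.59 and 5.4 TPM (a ratio of 2.08, 95% interval 1.53 to 2.85), and CDX2, the intestinal homeobox factor, at 44.0 and 57.7 TPM. VIL1, which encodes villin, was at 23.0 and 19.4 TPM. ISX and CDX2 were higher in PF, at 128.7 and 91.0 TPM, and ANXA13 lower, at 0.402 TPM. Against PF, the median of 7 genes of the list was -0.86 in PE siControl and -0.59 in PE siHHEX. With the mean in place of the median, the duodenal value between the PE libraries was 0.35. It no longer lay outside the central 95% of random lists. The hepatobiliary value was then -0.3, at the 0.3 percentile and outside the central 95% on the lower side. The lists were written from general knowledge before the data were examined, but after the paper's heatmap and qRT-PCR values had been seen. They are not those of Figure S3B. Percentiles describe these libraries and are no test between conditions.

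**Figure D1:**
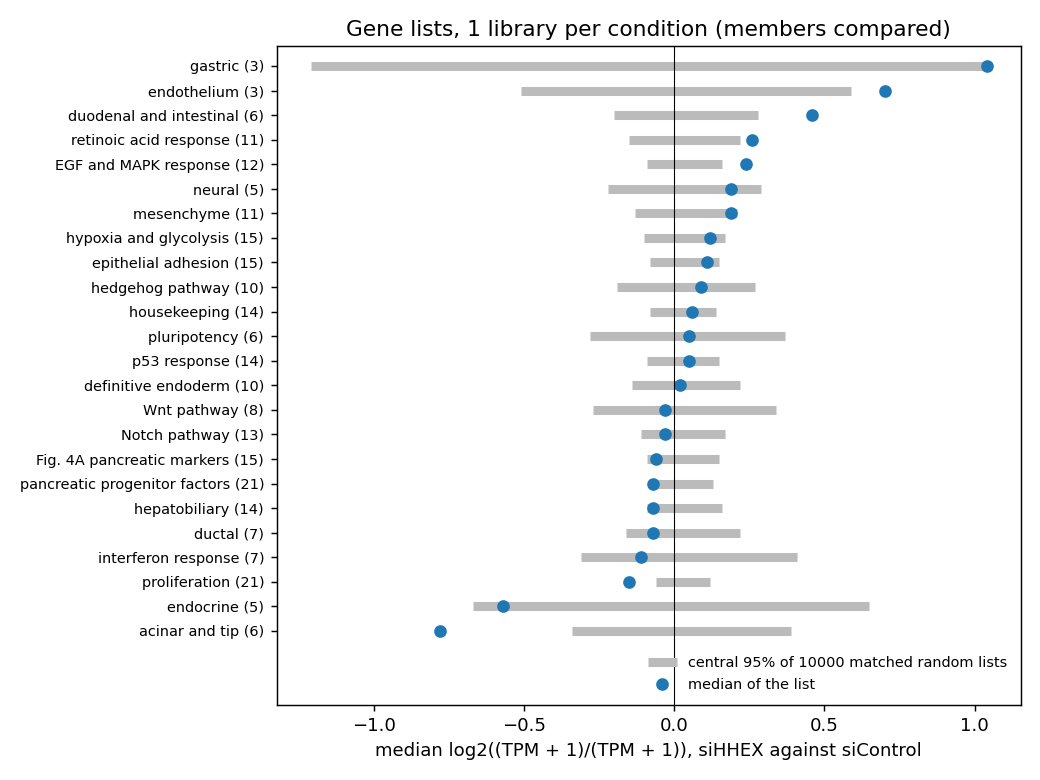
Median log2((TPM + 1)/(TPM + 1)) of each gene list for PE siHHEX against PE siControl (x axis), with the number of members compared in brackets. Points are list medians and grey bars the central 95% of 10000 matched random lists. The definitive endoderm point at 0.02 lies inside its bar, and the duodenal and intestinal point at 0.46 lies to the right of its bar.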

The differentiation of *HHEX*-knockdown pancreatic endoderm cells into C-peptide (CPEP)^+^NKX6.1^+^ pancreatic β cells after Stage 4 culture for 4 days had a modestly lower efficiency than the differentiation of controls (Fig. 4D). Therefore, we concluded that *HHEX* is essential for the differentiation of mature pancreatic endoderm cells that express *NKX6.1*, *PTF1A*, *ONECUT1* and *ONECUT3* and show the differentiation potential into β cells, but not for pancreatic lineage commitment itself.

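Of 21 pancreatic progenitor factors compared between the PE libraries, 4 were 2-fold or more lower in PE siHHEX (HHEX, NKX6-1, ONECUT3 and PTF1A), 1 was higher (RFX6) and 16 lay within 2-fold. Their median log2 difference was -0.07, at the 2.0 percentile of matched random lists. The list holds HHEX, the siRNA target, and genes of Fig. 4A, whose heatmap of these libraries had been seen. A low percentile was thus partly given in advance. PROX1 and NR5A2 were lower by less than 2-fold, at ratios of 0.541 and 0.661. Of the others within 2-fold, SOX9, a factor of pancreatic progenitors, was at 24.4 TPM in PF, 286.1 TPM in PE siControl and 281.4 TPM in PE siHHEX. MNX1, a homeobox factor of early pancreas, was at 2.27, 15.3 and 12.6 TPM in the same order. RFX6, a factor of gut endoderm and endocrine cells, was at 337.1 TPM in PF, 21.3 TPM in PE siControl and 59.6 TPM in PE siHHEX. Of 6 acinar and tip genes, 2 were 2-fold or more lower in PE siHHEX and none was higher on the log2(TPM + 1) scale, with a median of -0.78 (percentile 0.1). PTF1A and NR5A2 of this list are also genes of Fig. 4A. PRSS1, a trypsinogen, had a ratio of 2.33 from few reads (95% interval 0.926 to 6.42). GP2, a zymogen granule protein, was at 7.34 TPM in PE siControl and 0.98 TPM in PE siHHEX. Over all 2530 genes 2-fold or more higher in PE siControl than in PF, the median share of that log2 difference present in PE siHHEX was 78.1%, and over the 2639 lower genes it was 91.0%. Data sets simulated with no difference between the PE libraries gave 96.4% to 97.5% for the first share and 100.0% for the second. In protein-coding genes with at least 50 reads, the shares were 94.8% for the higher genes and 89.7% for the lower genes, against simulated values of 99.5% to 100.0% and 99.4% to 100.0%. The simulations hold counting noise only. Genes were selected on the same PE siControl library that sets the difference, so variation between cultures could also lower these shares. The shortfall therefore cannot be assigned to the knockdown. The paper sets the lower NKX6.1, PTF1A, ONECUT1 and ONECUT3 expression beside the recovery of PDX1+NKX6.1+ cells with longer Stage 4 culture. It also reports no lower definitive endoderm genes, no consistent rise of hepatobiliary and duodenal genes (Figure S3B), and modestly less efficient β-cell differentiation (Fig. 4D). From these, it concludes that HHEX is essential for the differentiation of mature pancreatic endoderm cells that express these 4 genes and can become β cells, but not for commitment to the pancreatic lineage itself.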

**Figure 4:**
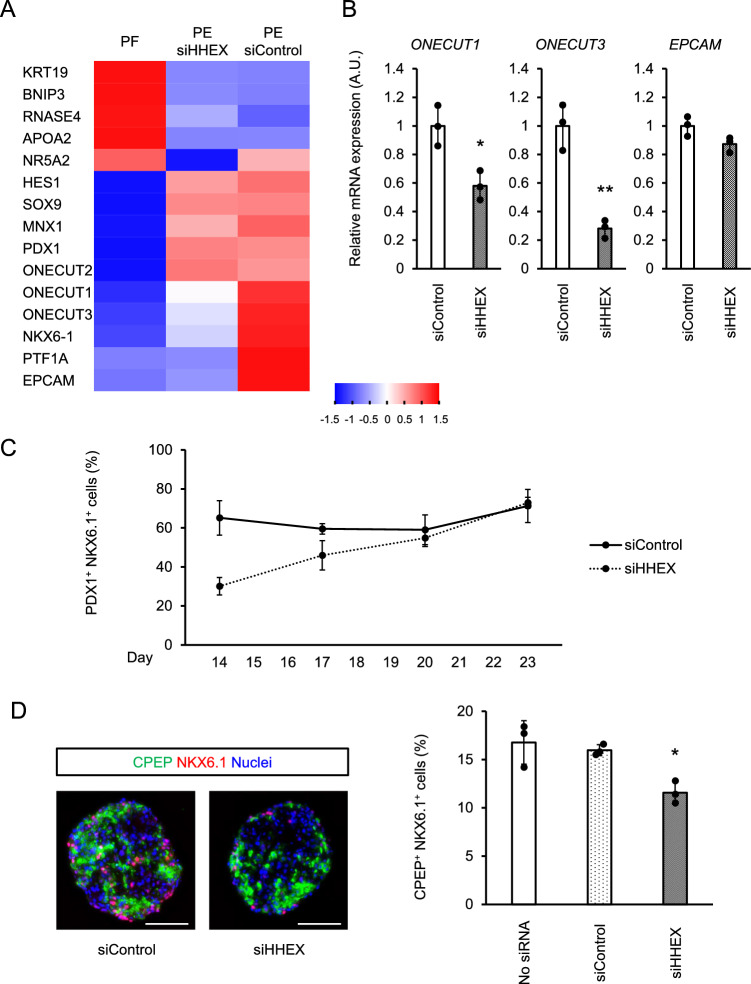
*HHEX* knockdown results in defective pancreatic endoderm generation. **(A)** A heatmap representing normalized Z-scores of pancreatic marker expressions in posterior foregut (PF) and pancreatic endoderm (PE) with or without *HHEX* knockdown. **(B)** Expressions of *ONECUT1*, *ONECUT3* and *EPCAM* at Stage 4 with or without *HHEX* knockdown. **(C)** Temporal changes in the percentage of NKX6.1^+^PDX1^+^ cells under continued Stage 4 culture with (dotted line) or without *HHEX* knockdown (solid line). **(D)** Immunofluorescence images (left panels) and percentage (right panels) of CPEP^+^NKX6.1^+^ cells at Stage 6 with or without *HHEX* knockdown. Scale bars, 100 µm. The data from three independent experiments are presented as the mean ± SD (n = 3). *p < 0.05 and **p < 0.01 by two-tailed Student's t-test in (**B**) and by one-way ANOVA with Dunnett’s test for comparison with siControl in (**D**).

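Z-scores were computed for the 15 genes of Fig. 4A from TPM over the 3 libraries, with the n - 1 SD. With 3 values, a Z-score shows the order and spacing of the libraries but not the size of the difference. KRT19, a keratin of ductal epithelium, had a Z-score of 1.15 in PF, -0.57 in PE siHHEX and -0.59 in PE siControl, from a 2.13-fold range of TPM. APOA2, an apolipoprotein, had nearly the same Z-scores from a 22.1-fold range. EPCAM had a Z-score of -0.65 in PF, -0.5 in PE siHHEX and 1.15 in PE siControl, although its highest TPM was only 1.05 times its lowest. PTF1A had -0.61, -0.54 and 1.15 from a 33.9-fold range. NKX6-1 had -0.88 in PF, -0.2 in PE siHHEX and 1.09 in PE siControl, and ONECUT3 had -0.92, -0.14 and 1.06. On log2(TPM + 1), the PE siHHEX Z-scores of these 2 genes changed sign, to 0.36 for NKX6-1 and 0.35 for ONECUT3. NR5A2, a nuclear receptor of pancreas and liver, had a Z-score of 0.77 in PF, -1.13 in PE siHHEX and 0.36 in PE siControl, and was at 42.9 TPM in PF, 39.3 TPM in PE siControl and 26.0 TPM in PE siHHEX. HES1, a Notch target, had a Z-score of -1.15 in PF, 0.47 in PE siHHEX and 0.68 in PE siControl.

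**Figure D2:**
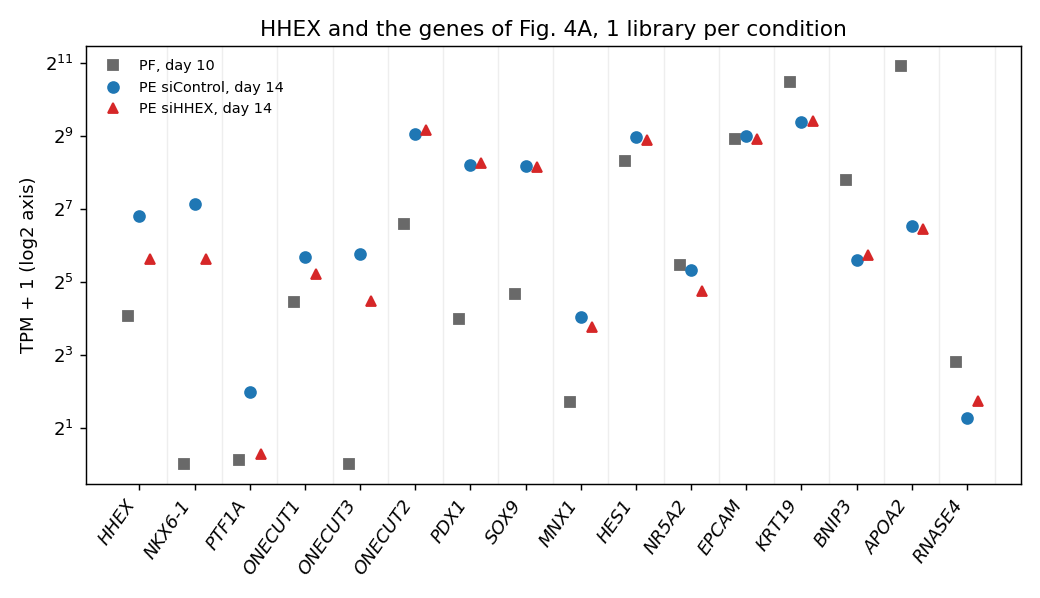
TPM + 1 on a log2 axis for HHEX and the 15 genes of Fig. 4A in PF (grey squares), PE siControl (blue circles) and PE siHHEX (red triangles), 1 library per condition and therefore without error bars. The 3 points of EPCAM lie almost level, at 482.2, 505.0 and 484.1 TPM, while those of NKX6-1 are spread from 0 to 137.8 TPM.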

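SHH, which encodes a secreted hedgehog ligand that is normally excluded from the pancreatic epithelium, lies on chromosome 7 of GRCh38 from 155799980 to 155812463. Its level was 2.19 TPM in PF, 2.89 TPM in PE siControl and 16.4 TPM in PE siHHEX. The ratio of PE siHHEX to PE siControl was 5.68 (95% interval 4.58 to 7.09, from 499 and 103 reads). Of the 22586 genes compared, 1.52% differed by more, and of the 12642 protein-coding genes with at least 50 reads, 0.0791%. IHH, another hedgehog ligand, was at 118.0 TPM in PF, 4.94 TPM in PE siControl and 13.0 TPM in PE siHHEX. PTCH1, the hedgehog receptor and a target of the pathway, was at 8.77 TPM in PE siControl and 7.13 TPM in PE siHHEX. GLI1, another target, was near 0.3 TPM in both PE libraries, from 10 and 8 reads. Of 10 hedgehog pathway genes compared, SHH and IHH were 2-fold or more higher in PE siHHEX and none was lower on the log2(TPM + 1) scale, and the median log2 difference was 0.09 (percentile 71.0). GAS1, a hedgehog co-receptor, had a ratio of 0.301 (95% interval 0.127 to 0.64, from 9 and 35 reads) but does not reach 2-fold on that scale, and GLI3, a transcription factor of the pathway, had a ratio of 1.71 (95% interval 1.47 to 2.0).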

In the RNA-seq data, the expression of *Sonic Hedgehog* (*SHH*) was upregulated in *HHEX*-knockdown pancreatic endoderm cells (data not shown). It has been reported that HHEX is involved in liver bud development through an inhibitory effect on SHH^19^. Given the possibility that HHEX is also involved in pancreatic endoderm differentiation through an inhibitory effect on SHH, we examined whether SHH signaling affected the expression of NKX6.1. However, the percentage of NKX6.1^+^ cells was independent of the concentration of SHH or a hedgehog signaling inhibitor, KAAD-Cyclopamine (Figure S3C). Therefore, the suppression of *SHH* expression by HHEX does not affect the differentiation of pancreatic endoderm cells.

## Discussion

In this study, a knockdown screening system using siRNA and a pancreatic lineage differentiation model from human iPSCs was constructed to elucidate the mechanisms of pancreatic endoderm differentiation. Recently, we and others have conducted comprehensive screening using RNA interference techniques in human iPSC culture systems to determine the mechanisms of action of the proliferation-promoting compound for PDX1^+^ pancreatic progenitor cells and the mechanisms of skin epithelial cell differentiation^20,21^. Here, we searched for NKX6.1 regulators in pancreatic endoderm differentiation using similar siRNA screening and found that the transcription factor HHEX is involved. These screening systems are highly versatile for elucidating the differentiation and proliferation mechanisms of various organs and tissues.

Hhex is expressed in endoderm lineage tissues early in mouse development (around embryonic day (E) 7.0). It is then expressed in the ventral-most cells of the anterior intestinal portal at E8.5 and of the ventral pancreas at E9.5^22–24^. The deletion of Hhex causes hypoplasia of the thyroid, thymus, lungs, liver and ventral pancreas^17,18,23,24^. The effects of Hhex deletion on the dorsal pancreas remain unknown, partly because Hhex-deficient mice are embryonic lethal around E15.0, making a detailed evaluation difficult^17^. However, *Hhex* expression starts in the dorsal pancreas of wild-type mice at around E10.0 to 11.5, and its expression becomes restricted to the pancreatic epithelia and duct by around E16.5 to 18.5^18,25^. Therefore, it is possible that Hhex plays roles in pancreatic development even in late embryonic stages. Our results revealed that HHEX regulates the expression of NKX6.1 and PTF1A in the differentiation of pancreatic endoderm.

Additionally, Hhex plays a crucial role in the differentiation of somatostatin-secreting δ cells in the pancreatic islets of adult mice^26^, suggesting HHEX may have different functions at multiple pancreatic developmental stages. The current study revealed a novel function of HHEX in pancreatic endoderm differentiation: *HHEX* knockdown in pancreatic endoderm modestly lowers the pancreatic β cell differentiation efficiency. Although HHEX is not expressed in adult human or mouse pancreatic β cells^26^, there is the possibility that lower HHEX expression during development leads to the loss of pancreatic endoderm cells, resulting in a decreased number of pancreatic β cells and an increased risk of developing diabetes. Indeed, a human genome-wide associated study (GWAS) identified the *HHEX* gene locus as substantially contributing to the susceptibility for type 2 diabetes^27^, and several variants in or near the *HHEX* gene are associated with the increased risk of type 2 diabetes^28,29^. Future studies on the function of HHEX at each pancreatic developmental stage may elucidate the mechanisms underlying the onset of type 2 diabetes and contribute to the development of novel therapeutic approaches.

The RNA-seq analysis in this study showed that *HHEX* knockdown reduced the expression of the pancreatic endoderm marker genes *NKX6.1* and *PTF1A* as well as other genes related to pancreatic development, including *ONECUT1* and *ONECUT3*. 

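The first 6 genes below are from the 10 that were lowest in PE siHHEX against PE siControl among protein-coding genes with at least 50 reads and 5 TPM in one library, a limit set after the values were seen. The 10 also hold SERPINA1, GP2, SPP1 and PRR15L. RGS1, a regulator of G protein signalling, was at 39.2 TPM in PE siControl and 5.29 TPM in PE siHHEX, a log2 difference of -2.68 (95% interval -2.91 to -2.45). CALB1, a calcium-binding protein, was at 45.3 and 6.64 TPM, and NTRK2, a neurotrophin receptor, at 16.6 and 1.9 TPM. DLK1, a Notch-related surface protein, was at 526.5 TPM in PE siControl and 120.2 TPM in PE siHHEX (ratio 0.228, 95% interval 0.22 to 0.236). F5, coagulation factor V, was at 41.2 and 9.89 TPM, and AGTR1, an angiotensin receptor, at 44.2 and 11.6 TPM. Of 13 Notch pathway genes, NOTCH1 alone was 2-fold or more lower in PE siHHEX, at 35.9 and 12.8 TPM, and the median of the list was -0.03 (percentile 17.3). Of 21 proliferation genes, none was 2-fold apart, but 19 were lower in PE siHHEX, with a median of -0.15 (percentile 0.0). MKI67, a marker of cycling cells, was at 177.6 TPM in PE siControl and 160.2 TPM in PE siHHEX, and TOP2A at 376.7 and 317.8 TPM. Random lists were drawn gene by gene, while proliferation genes can move together, so the percentile of their list is no measure of chance. By cell counts, a different measure, the paper found no effect of HHEX knockdown on total cell number (Fig. 2E).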

ONECUT1 was recently reported to bind to numerous active enhancers while co-binding with GATA6, PDX1, NKX6.1 and FOXA2 at posterior foregut and pancreatic endoderm stages in pancreatic development, indicating it is a crucial regulator for pancreatic endoderm differentiation^30^. Taken together with the results of the current study, HHEX may be involved in pancreatic endoderm differentiation by regulating *ONECUT1* expression. Onecut3 expression depends on the activation by Onecut1^31^, which is consistent with the expression patterns of *ONECUT1* and *ONECUT3* in our study. In contrast, Onecut2 is known to play partially redundant roles with Onecut1 in pancreas morphogenesis^32^, which might explain the different expression patterns of *ONECUT1* and *ONECUT2* in our study (Fig. 4A). 

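ONECUT2 lies on chromosome 18 of GRCh38 from 57435374 to 57491298. Its level was 95.3 TPM in PF, 532.0 TPM in PE siControl and 569.8 TPM in PE siHHEX. The ratio of PE siHHEX to PE siControl was 1.07 (95% interval 1.06 to 1.08), where that of ONECUT1 was 0.715 (95% interval 0.666 to 0.767). ONECUT2 was therefore the most abundant of the 3 ONECUT genes in each library, and the one without a lower level in PE siHHEX.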

Considering previously reported downstream factors of HHEX, the expression of *SHH*, for which HHEX is inhibitory in liver bud development^19^, was upregulated in *HHEX*-knockdown pancreatic endoderm cells. However, SHH did not affect pancreatic endoderm differentiation (Figure S3C). In addition, the expression of *EOMES* and *Flk-1/KDR*, which are downstream factors of HHEX in hepatic and hemangioblast development, respectively^33,34^, did not show significant changes in *HHEX*-knockdown pancreatic endoderm cells in our current study (data not shown). 

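EOMES, a T-box factor of early endoderm and mesoderm, lies on chromosome 3 of GRCh38 from 27715949 to 27722711. It was at 1.36 TPM in PF, 0.805 TPM in PE siControl and 0.236 TPM in PE siHHEX, from 26, 20 and 5 reads. The ratio of the PE libraries was 0.293 (95% interval 0.0859 to 0.805). As it was under 1 TPM in both PE libraries, it did not enter the counts of genes. KDR, a receptor of vascular endothelial growth factor, lies on chromosome 4 from 55078481 to 55125595. It was at 34.2 TPM in PF, 2.04 TPM in PE siControl and 5.95 TPM in PE siHHEX, a ratio of 2.92 (95% interval 2.27 to 3.78, from 219 and 88 reads). FLT1, a related receptor, was at 21.4 TPM in PE siControl and 35.6 TPM in PE siHHEX, and TEK, the angiopoietin receptor, at 1.71 and 2.51 TPM. The median of these 3 genes, the only ones compared from an endothelial list of 8, was 0.7 (percentile 98.5). Among members under 1 TPM in both PE libraries, EMCN had 16 reads in PE siControl and 9 in PE siHHEX. CDH5 had 13 and 16 reads, and ERG none. The intervals cover counting error, and whether the difference exceeds the spread between cultures was not testable with 1 library per condition.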

Future studies should consider the role of HHEX in the gene expression regulation network of pancreatic endoderm.

A more recent study reported that HHEX is involved in a commitment to pancreatic lineage differentiation^25^. Some findings in that study, including the effects of *HHEX* knockout on *NKX6.1* expression, are consistent with ours. However, *HHEX* knockout significantly affected *PDX1* expression in the previous study but not ours. Furthermore, the deletion of *HHEX* impaired pancreatic differentiation and caused ectopic liver differentiation, whereas our study did not show a preference for the hepatic differentiation of *HHEX*-knockdown cells. 

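PDX1, the homeobox factor that marks the pancreatic domain, lies on chromosome 13 of GRCh38 from 27920000 to 27926313. It was at 14.8 TPM in PF, 293.1 TPM in PE siControl and 302.2 TPM in PE siHHEX. The ratio of PE siHHEX to PE siControl was 1.03 (95% interval 0.991 to 1.07, from 4564 and 5187 reads), an interval that holds no difference. Of the 22586 genes compared, 86.7% differed by more.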

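Several liver genes that were abundant in PF were lower in both PE libraries. AFP, which encodes alpha-fetoprotein, was at 9821 TPM in PF, 415.9 TPM in PE siControl and 392.0 TPM in PE siHHEX. APOB, the main protein of low-density lipoprotein, was at 1373 TPM in PF, 20.7 TPM in PE siControl and 17.5 TPM in PE siHHEX. TTR, which encodes transthyretin, was at 1609, 180.9 and 216.6 TPM in the same order, and APOA1 at 2151, 52.3 and 70.5 TPM. ALB, which encodes albumin, was at 4.96, 1.56 and 0.904 TPM. FGB, the beta chain of fibrinogen, was the 1 liver gene of the list 2-fold or more higher in PE siHHEX, at 26.2 TPM against 9.55 TPM in PE siControl, and was at 3126 TPM in PF. Its partner chain FGA was at 3.3 TPM in PE siControl and 3.83 TPM in PE siHHEX. Of 20 hepatobiliary genes compared between PE siControl and PF, 16 were 2-fold or more lower in PE siControl and 2 were higher, with a median log2 difference of -3.35. Between PE siHHEX and PF, 17 were lower and 2 higher, with a median of -3.0.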

The possible reasons for these discrepancies include the stage of the *HHEX* deletion (undifferentiated ESCs versus conditional knockdown at the pancreatic endoderm stage). The advantage of our approach is that we elucidated more specific roles of HHEX in pancreatic endoderm, eliminating the effects of other stages from the undifferentiated state to posterior foregut.

Our current study has several limitations. First, since we have conducted knockdown experiments using siRNA, which do not completely knockout gene expression, the effects of remaining HHEX cannot be ruled out. Second, our study is in vitro and only used cultured cells; confirmational work in vivo about human pancreatic development is required. Finally, other molecular mechanisms involving HHEX, such as binding to promoter or enhancer regions and molecular interactions, cannot be inferred by our experiments.

In conclusion, using an siRNA screening system and human iPSCs, we revealed that the transcription factor HHEX is involved in pancreatic endoderm development by regulating the expression of the pancreatic development-related genes NKX6.1, PTF1A, ONECUT1 and ONECUT3. These findings should contribute to understanding the detailed mechanisms of pancreatic endoderm development and the efficient and stable differentiation of human iPSCs/ESCs into pancreatic endoderm.

## Materials and methods

### Cell lines and maintenance

The experiments using human iPSCs and ESCs were approved by the Ethics Committee of the Department of Medicine and Graduated School of Medicine, Kyoto University. Informed consent was obtained from all donors from whom iPSCs were derived. The iPSC line 585A1^35^ was cultured in Essential 8 medium (Thermo Fisher Scientific). The ESC line KhES-3^36^ and iPSC line Ff-I01^37^ were cultured in StemFit AK02N medium (Reprocell). The cells were maintained under feeder-free conditions, passaged every 3–4 days using 0.5 mM EDTA/PBS (Thermo Fisher Scientific) and gentle pipetting, and routinely examined for mycoplasma contamination.

### Differentiation of iPSCs and ESCs

iPSCs/ESCs were directed to differentiate into pancreatic lineage cells as previously described^38,39^. The medium composition was as follows:

Stage 1 (day 0–3)—RPMI 1640 medium (Nacalai Tesque) supplemented with 2% (vol/vol) B-27 Serum-Free Supplement (B27; Thermo Fisher Scientific), 50 U/mL Penicillin/Streptomycin (P/S; Thermo Fisher Scientific), 100 ng/mL recombinant human/mouse/rat Activin A (R&D Systems) and CHIR99021 (Axon Medchem) at 3 μM on day 0, 1 μM on days 1–2 and 0 μM on day 3.

Stage 2 (day 4–6)—Improved MEM (IMEM) medium (Thermo Fisher Scientific) supplemented with 1% B27, 100 U/mL P/S and 50 ng/mL recombinant human keratinocyte growth factor (KGF; R&D Systems).

Stage 3 (day 7–9)—IMEM medium supplemented with 1% B27, 100 U/mL P/S, 50 ng/mL KGF, 10 nM 4-[(E)-2-(5,6,7,8-Tetrahydro-5,5,8,8-tetramethyl-2-naphthalenyl)-1-propenyl]-benzoic acid (TTNPB; Santa Cruz Biotechnology), 100 ng/mL recombinant human Noggin (PeproTech) and 0.5 μM 3-keto-*N*-aminoethyl-*N*′-aminocaproyldihydrocinnamoyl cyclopamine (KAAD-Cyclopamine; Toronto Research Chemicals).

Stage 4 (day 10–14)—IMEM medium supplemented with 1% B27, 100 U/mL P/S, 100 ng/mL KGF, 50 ng/mL recombinant human epidermal growth factor (EGF; R&D Systems), 10 mM nicotinamide (STEMCELL Technologies), 100 nM (2*S*,5*S*)-(*E,E*)-8-(5-(4-(trifluoromethyl)phenyl)-2,4-pentadienoylamino)benzolactam (TPB; Merck) and 50 μM Y-27632 (Wako).

For continued culture in Stage 4 medium, cell re-seeding was performed on Stage 4 day 4 (day 14) and day 10 (day 20) in the same manner as on Stage 3 day 2 (day 9). For the SHH experiments, Stage 4 medium was supplemented with 50 or 250 ng/mL recombinant human SHH (C24II) (R&D systems) and/or 0.5 μM KAAD-cyclopamine.

For the differentiation of pancreatic β cells, Stage 4 day 4 cells were dissociated into single cells by gentle pipetting after treatment with 0.25% trypsin–EDTA (Invitrogen) for 15 min at 37 ℃, and cell aggregates consisting of 3 × 10^4^ cells were formed in Stage 4 medium using 96-well microplates with cell-repellent surface (Greiner). The following medium changes (200 μL) were done from the next day (day 15) per well every 3 to 4 days:

Stage 5 (day 15–20)—IMEM medium supplemented with 1% B27, 100 U/mL P/S, 1 μM RO4929097 (Selleck), 10 μM Alk 5 inhibitor II (Cayman Chemical), 1 μM Triiodothyronine (Merck Millipore) and 0.1 μM LDN193189 (Axon Medchem).

Stage 6 (day 21–28)—IMEM medium supplemented with 1% B27, 100 U/mL P/S, 10 μM Alk 5 inhibitor II, 1 μM Triiodothyronine and 0.1 μM LDN193189.

### siRNA transfection

Cells were transfected 1 day after seeding on Stage 3 day 2 and differentiated for an additional 4 days. siRNAs were added to the transfection reagent in the Stemfect RNA Transfection Kit (STEMGENT) and incubated for 10 min at room temperature. The transfection mixture was then added to the cells at a final siRNA concentration of 7.5 nM unless otherwise indicated. The transfection efficiency was determined using a BLOCK-iT Alexa Fluor red fluorescent control (Thermo Fisher Scientific), which was transfected into the cells the same way as the siRNA. The siRNAs used are as follows: *PDX1* (siRNA ID s223944; Thermo Fisher Scientific), *ARNTL* (siRNA ID s1616; Thermo Fisher Scientific), *FOXS1* (siRNA ID s5254; Thermo Fisher Scientific), *HHEX* (siRNA ID s6535; Thermo Fisher Scientific), *RUNX3* (siRNA ID s2469; Thermo Fisher Scientific), *SIX4* (siRNA ID s224247; Thermo Fisher Scientific), *SMARCC1* (siRNA ID s13145; Thermo Fisher Scientific), *SMARCD1* (siRNA ID s13152; Thermo Fisher Scientific), and non-targeting control siRNA pool #1 (Catalog ID D-001206-13-05; Horizon Discovery).

### siRNA screening

Posterior foregut cells were seeded on Matrigel (Corning)-coated 96 well plates at 1.6 × 10^5^ cells/cm^2^ one day prior to the addition of siRNA. On the day of the transfection, the medium was replaced with 100 μL of Stage 4 medium using a Biomek NX (Beckman Coulter). A manually aliquoted siGENOME SMARTpool siRNA library (2.5 μM, 2 μL; Horizon Discovery) was diluted using the Stemfect RNA Transfection Kit according to the manufacturer’s instructions. The siRNA transfection complex solution was mixed with 100 μL of Stage 4 medium and then added to the wells. The final concentration of the siRNA was approximately 25 nM. The medium of the wells containing no siRNA or siRNA against *PDX1* and transfection reagent was manually replaced. Four days after the transfection, the cells were fixed and analyzed for a proportion of pancreatic endoderm cells using anti-NKX6.1 antibody (DSHB) staining and cell counting using Hoechst33342 staining (Thermo Fisher Scientific). siRNA against *PDX1* was used as a positive control.

### Immunofluorescence staining

Cells were washed with PBS (Nacalai Tesque) twice, fixed with 4% PFA (Nacalai Tesque)/PBS for 20 min at 4 °C and blocked in PBS with 5% donkey serum (Millipore) and 0.4% Triton X-100 (Nacalai Tesque) (blocking solution) for 30 min at room temperature. The following primary antibodies were diluted in blocking solution and incubated overnight at 4 °C: goat anti-PDX1 (R&D Systems, AF2419, 1:200), mouse anti-NKX6.1 (DSHB, F55A12, 1:200), rabbit anti-NKX6.1 (Cell Signaling, 54551, 1:500) and rat anti-CPEP (DSHB, GN-ID4, 1:200). After washing with PBS, the cells were incubated with the following fluorescent secondary antibodies for 1 h at room temperature: Alexa Fluor 488-conjugated donkey anti-goat (Thermo Fisher Scientific, A-11055, 1:500), Alexa Fluor 546-conjugated donkey anti-mouse (Thermo Fisher Scientific, A-10036, 1:500), Alexa Fluor 555-conjugated donkey anti-rabbit (Thermo Fisher Scientific, A-31572, 1:500) and Alexa Fluor 488-conjugated donkey anti-rat (Thermo Fisher Scientific, A-21208, 1:500). Immunofluorescence images were acquired using a CellInsight NXT (Thermo Fisher Scientific) or BZ-9000 (Keyence). For quantification, 9 images per well were obtained using CellInsight NXT.

### Overexpression

585A1 cells were transfected with a *pCXLE-gw* episomal expression vector encoding *HHEX* (*pCXLE-HHEX*) or *eGFP* (*pCXLE-eGFP*) as a control^40^. 1 × 10^6^ cells were suspended in 100 μL Opti-MEM (Thermo Fisher Scientific), and plasmids were introduced into the cells by electroporation using the Super Electroporator NEPA 21 (NEPA GENE) under the following conditions: (A) pulse voltage, 125 V; pulse interval, 50 ms; pulse length, 5 ms; and pulse number, 2; or (B) pulse voltage, 20 V; pulse interval, 50 ms; pulse length, 50 ms; and pulse number, 5. The cells were cultured in Stage 4 medium for 4 days after transfection. Since multiple plasmids are not independently transfected but easily co-transfected into the cells^41^, we co-transfected iPSCs with *pCXLE-HHEX* and *pCXLE-eGFP* and concentrated *pCXLE-HHEX*-transfected cells by flowcytometry sorting eGFP-positive cells. 7.5 μg *pCXLE-HHEX* and 2.5 μg *pCXLE-eGFP* were introduced for HHEX overexpression, and 10 μg *pCXLE-eGFP* was introduced as a control per 1 × 10^6^ cells.

### Flow cytometry

Cells were dissociated into single cells by gentle pipetting after treatment with 0.25% trypsin–EDTA (Invitrogen) for 15 min at 37 ℃ and fixed with a Cytofix/Cytoperm Kit (BD Biosciences) according to the manufacturer’s protocol. Then, the cells were blocked with 2% donkey serum in permeabilization solution and incubated with the following primary antibodies diluted in blocking solution overnight at 4 °C: goat anti-PDX1 (R&D Systems, AF2419, 1:200), mouse anti-NKX6.1 (DSHB, F55A12, 1:200), rabbit anti-NKX6.1 (Cell Signaling, 54551, 1:500) and rat anti-CPEP (DSHB, GN-ID4, 1:200). After washing with wash buffer once, the cells were incubated with the following fluorescent secondary antibodies for an hour at room temperature: Alexa Fluor 488-conjugated donkey anti-goat (Thermo Fisher Scientific, A-11055, 1:500), Alexa Fluor 647-conjugated donkey anti-mouse (Thermo Fisher Scientific, A-31571, 1:500), Alexa Fluor 647-conjugated donkey anti-rabbit (Thermo Fisher Scientific, A-31573, 1:500) and Alexa Fluor 488-conjugated donkey anti-rat (Thermo Fisher Scientific, A-21208, 1:500). The stained cells were analyzed using a FACSAria II or LSRFortessa (BD Biosciences). The cell number was counted using a TC20™ automatic cell counter (Bio-Rad).

### Western blotting

Cells were collected and lysed with RIPA Buffer (Wako) containing 1% protease inhibitor cocktail (Sigma-Aldrich). The lysate was mixed with Sample Buffer Solution with 2-mercaptoethanol (Nacalai Tesque), incubated for 3 min at 95 °C, loaded into a 4–20% Mini-protein TGX precast gel (Bio-Rad) and transferred to a PVDF membrane using a Trans-Blot Turbo Transfer System (Bio-Rad) after electrophoresis. Then, the membrane was blocked with 5% skim milk in Tris-based saline with Tween 20 (0.1% TBS-T) buffer and incubated with the following primary antibodies diluted in blocking solution overnight at 4 °C: rabbit anti-HHEX (R&D Systems, MAB83771-100, 1:200), goat anti-PDX1 (R&D Systems, AF2419, 1:5000), rabbit anti-NKX6.1 (Cell Signaling, 54551, 1:1000) and mouse anti-GAPDH (Sigma-Aldrich, MAB374, 1:300). After washing with TBS-T, the membrane was incubated with the following secondary antibodies diluted in blocking solution for an hour at room temperature: horseradish peroxidase (HRP) conjugated sheep anti-mouse (Cytiva, NA931VS, 1:3000), HRP conjugated donkey anti-rabbit (Cytiva, NA934VS, 1:3000) and HRP conjugated donkey anti-goat (Abcam, ab6885, 1:5000). After washing with TBS-T, the membrane was incubated with ECL Western Blotting Detection Reagent (Amersham) for 5 min at room temperature. The protein bands were visualized using an ImageQuant 800 (Cytiva).

### Real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR)

Total RNA was isolated from the cells with the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions and reverse transcribed using ReverTra Ace qPCR Master Mix (TOYOBO), dNTP Mix (Qiagen) and oligo dT primer (FASMAC). SYBR Premix Ex Taq II (Takara) was used for quantitative PCR on a StepOnePlus Real-Time PCR System (Applied Biosystems). Each expression level of the target genes was normalized to those of *beta-actin* (*ACTB*). The primer sequences were as follows: *ACTB*, 5′-CATGTACGTTGCTATCCAGGC-3′ and 5′-CTCCTTAATGTCACGCACGAT-3′; *HHEX*, 5′-CACCCGACGCCCTTTTACAT-3′ and 5′-GAAGGCTGGATGGATCGGC-3′; *PDX1*, 5′-AGCAGTGCAAGAGTCCCTGT-3′ and 5′-CACAGCCTCTACCTCGGAAC-3′; *NKX6.1*, 5′-ATTCGTTGGGGATGACAGAG-3′ and 5′-TGGGATCCAGAGGCTTATTG-3′; *PTF1A*, 5′-CCCCAGCGACCCTGATTA-3′ and 5′-GGACACAAACTCAAATGGTGG-3′; *ONECUT1*, 5′-AACCCTGGAGCAAACTCAAA-3′ and 5′-TGGATGGACGCTTATTTTCC-3′; *ONECUT3*, 5′-GGCCCAGTGAGCTTCTTAGA-3′ and 5′-GAACGATCCCAAGCCAAGTC-3′; and *EPCAM*, 5′-CGCAGCTCAGGAAGAATGTG-3′ and 5′-TGAAGTACACTGGCATTGACG-3′.

### RNA sequencing

Total RNA was isolated from the cells with the RNeasy Mini Kit according to the manufacturer’s instructions. The samples were preserved at −80 °C before use. The RNA sequence library preparation, sequencing, mapping and gene expression analysis were performed by DNAFORM (Yokohama, Japan). The quality of total RNA was assessed using a Bioanalyzer (Agilent) to ensure that the RNA integrity number (RIN) was over 7.0. After poly (A) + RNA enrichment using a NEBNext Poly (A) mRNA Magnetic Isolation Module (New England BioLabs), double-stranded cDNA libraries (RNA-seq libraries) were prepared using a SMART Seq^®^ Stranded Kit (TaKaRa) according to the manufacturer’s instructions. RNA-seq libraries were sequenced using paired end reads (50 nt of read 1 and 25 nt of read 2) on a NextSeq 500 instrument (Illumina). Obtained raw reads were trimmed and quality-filtered using the Trim Galore! (version 0.6.6), Trimmomatic (version 0.39), and cutadapt (version 3.1) software. Trimmed reads were mapped to the human GRCh38 genome using STAR (version 2.7.3a). Reads on annotated genes were counted using featureCounts (version 2.0.1). 

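The deposited FPKM values summed to 259224 for PF, 260283 for PE siHHEX and 265392 for PE siControl, and TPM was taken as FPKM divided by that sum times 1000000. The rescaling therefore shifts all genes of a library by 1 factor and leaves Z-scores almost unchanged. Of 45 Z-scores of the Fig. 4A genes, 44 kept their sign with FPKM, and 43 with log2(TPM + 1). The 2 that changed sign on the log2 scale were those of NKX6-1 and ONECUT3 in PE siHHEX. Protein-coding genes held 73.0% of TPM in PF, 73.2% in PE siHHEX and 72.6% in PE siControl. The table holds no gene of the mitochondrial chromosome. MTRNR2L12, a nuclear gene that resembles mitochondrial ribosomal RNA and can share its reads, held 4.7% of TPM in PF, 6.35% in PE siHHEX and 6.79% in PE siControl, and the 20 most abundant genes together held 16.1%, 19.8% and 21.7%.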

TPM values were calculated based on FPKM values, and heatmaps were created by converting them into normalized Z-scores for each gene. The gene sets of pancreas, hepatobiliary, duodenum primordium and definitive endoderm markers are provided with reference to previous reports^42–44^.

### Statistics

All quantitative data are presented as the mean ± SD. Data were analyzed for statistical significance using Microsoft Excel for Windows version 2202 and R version 4.1.2 (R Core Team (2021). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria, http://www.R-project.org/). Two-tailed Student’s t-test was used to compare the means of two groups, and one-way ANOVA with Tukey or Dunnett’s test was used for multiple comparisons between groups. *p* < 0.05 was considered statistically significant for all analyses. *p < 0.05 and **p < 0.01 in the figures.

## Supplementary Information

Supplementary Figures.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author upon reasonable request. The NCBI GEO accession number for RNA sequencing data reported in this paper is GSE 222068.

## References

[1] DiMeglio LA, Evans-Molina C, Oram RA (2018). Type 1 diabetes. Lancet.

[2] Shapiro AMJ, Pokrywczynska M, Ricordi C (2017). Clinical pancreatic islet transplantation. Nat. Rev. Endocrinol..

[3] Nakamura T (2020). Long-term outcome of islet transplantation on insulin-dependent diabetes mellitus: An observational cohort study. J. Diabetes Investig..

[4] D'Amour KA (2006). Production of pancreatic hormone-expressing endocrine cells from human embryonic stem cells. Nat. Biotechnol..

[5] Kroon E (2008). Pancreatic endoderm derived from human embryonic stem cells generates glucose-responsive insulin-secreting cells in vivo. Nat. Biotechnol..

[6] Pagliuca FW (2014). Generation of functional human pancreatic β cells in vitro. Cell.

[7] Rezania A (2014). Reversal of diabetes with insulin-producing cells derived in vitro from human pluripotent stem cells. Nat. Biotechnol..

[8] Russ HA (2015). Controlled induction of human pancreatic progenitors produces functional beta-like cells in vitro. EMBO J..

[9] Toyoda T (2015). Cell aggregation optimizes the differentiation of human ESCs and iPSCs into pancreatic bud-like progenitor cells. Stem Cell Res..

[10] Toyoda T (2017). Rho-associated kinases and non-muscle myosin IIs inhibit the differentiation of human iPSCs to pancreatic endoderm. Stem Cell Rep..

[11] Jennings RE (2013). Development of the human pancreas from foregut to endocrine commitment. Diabetes.

[12] Aigha II, Abdelalim EM (2020). NKX6.1 transcription factor: A crucial regulator of pancreatic β cell development, identity, and proliferation. Stem Cell Res. Ther..

[13] Rezania A (2013). Enrichment of human embryonic stem cell-derived NKX6.1-expressing pancreatic progenitor cells accelerates the maturation of insulin-secreting cells in vivo. Stem Cells.

[14] Pedersen JK (2005). Beta cell biology consortium, endodermal expression of Nkx6 genes depends differentially on Pdx1. Dev. Biol..

[15] Camp JG (2017). Multilineage communication regulates human liver bud development from pluripotency. Nature.

[16] Shi Z-D (2017). Genome editing in hPSCs reveals GATA6 haploinsufficiency and a genetic interaction with GATA4 in human pancreatic development. Cell Stem Cell.

[17] Martinez-Barbera JP (2000). The homeobox gene Hex is required in definitive endodermal tissues for normal forebrain, liver and thyroid formation. Development.

[18] Bogue CW, Ganea GR, Sturm E, Ianucci R, Jacobs HC (2000). Hex expression suggests a role in the development and function of organs derived from foregut endoderm. Dev. Dyn..

[19] Bort R, Signore M, Tremblay K, Martinez-Barbera JP, Zaret KS (2006). Hex homeobox gene controls the transition of the endoderm to a pseudostratified, cell emergent epithelium for liver bud development. Dev. Biol..

[20] Kimura A, Toyoda T, Iwasaki M, Hirama R, Osafune K (2020). Combined omics approaches reveal the roles of non-canonical WNT7B signaling and YY1 in the proliferation of human pancreatic progenitor cells. Cell Chem. Biol..

[21] Larribère L (2017). An RNAi screen reveals an essential role for HIPK4 in human skin epithelial differentiation from iPSCs. Stem Cell Rep..

[22] Thomas PQ, Brown A, Beddington RS (1998). Hex: A homeobox gene revealing peri-implantation asymmetry in the mouse embryo and an early transient marker of endothelial cell precursors. Development.

[23] Soufi A, Jayaraman P-S (2008). PRH/Hex: An oligomeric transcription factor and multifunctional regulator of cell fate. Biochem. J..

[24] Bort R, Martinez-Barbera JP, Beddington RSP, Zaret KS (2004). Hex homeobox gene-dependent tissue positioning is required for organogenesis of the ventral pancreas. Development.

[25] Yang D (2022). CRISPR screening uncovers a central requirement for HHEX in pancreatic lineage commitment and plasticity restriction. Nat. Cell Biol..

[26] Zhang J, McKenna LB, Bogue CW, Kaestner KH (2014). The diabetes gene Hhex maintains δ-cell differentiation and islet function. Genes. Dev..

[27] Sladek R (2007). A genome-wide association study identifies novel risk loci for type 2 diabetes. Nature.

[28] Horikoshi M (2007). Variations in the HHEX gene are associated with increased risk of type 2 diabetes in the Japanese population. Diabetologia.

[29] Vliet-Ostaptchouk JV (2008). HHEX gene polymorphisms are associated with type 2 diabetes in the Dutch Breda cohort. Eur. J. Hum. Genet..

[30] Heller S (2021). Transcriptional changes and the role of ONECUT1 in hPSC pancreatic differentiation. Commun. Biol..

[31] Pierreux CE, Vanhorenbeeck V, Jacquemin P, Lemaigre FP, Rousseau GG (2004). The transcription factor hepatocyte nuclear factor-6/Onecut-1 controls the expression of its paralog Onecut-3 in developing mouse endoderm. J. Biol. Chem..

[32] Vanhorenbeeck V (2007). Role of the Onecut transcription factors in pancreas morphogenesis and in pancreatic and enteric endocrine differentiation. Dev. Biol..

[33] Watanabe H (2014). HHEX promotes hepatic-lineage specification through the negative regulation of eomesodermin. PLoS ONE.

[34] Paz H, Lynch MR, Bogue CW, Gasson JC (2010). The homeobox gene Hhex regulates the earliest stages of definitive hematopoiesis. Blood.

[35] Okita K (2013). An efficient nonviral method to generate integration-free human-induced pluripotent stem cells from cord blood and peripheral blood cells. Stem Cells.

[36] Suemori H (2006). Efficient establishment of human embryonic stem cell lines and long-term maintenance with stable karyotype by enzymatic bulk passage. Biochem. Biophys. Res. Commun..

[37] Nakagawa M (2014). A novel efficient feeder-free culture system for the derivation of human induced pluripotent stem cells. Sci. Rep..

[38] Kimura A (2017). Small molecule AT7867 proliferates PDX1-expressing pancreatic progenitor cells derived from human pluripotent stem cells. Stem Cell Res..

[39] Tsujisaka Y (2022). Purification of human iPSC-derived cells at large scale using microRNA switch and magnetic-activated cell sorting. Stem Cell Rep..

[40] Yamakawa T (2016). Screening of human cDNA library reveals two differentiation-related genes, HHEX and HLX, as promoters of early phase reprogramming toward pluripotency. Stem Cells.

[41] Hannig G, Jany C (2013). Co-transfection of plasmid DNA. Biotechniques.

[42] Koike H (2019). Modelling human hepato-biliary-pancreatic organogenesis from the foregut–midgut boundary. Nature.

[43] Tsai Y-H (2017). In vitro patterning of pluripotent stem cell-derived intestine recapitulates in vivo human development. Development.

[44] Hung Y-H (2021). Chromatin regulatory dynamics of early human small intestinal development using a directed differentiation model. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

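RNA from 3 cultures of the iPSC line 585A1 was measured, with 1 library each of PF (day 10), PE siControl and PE siHHEX (both day 14). The authors made the deposited FPKM values from reads trimmed with Trim Galore 0.6.6, Trimmomatic 0.39 and cutadapt 3.1, mapped to GRCh38 with STAR 2.7.3a and counted per gene with featureCounts 2.0.1, as given in the paper's methods and the submitters' processing notes. The annotation release, the strand setting and the handling of reads shared between genes are not given in the sources used here. Reads of overlapping genes, of antisense genes and of near-identical copies are therefore uncertain, among them IGF2, which overlaps INS-IGF2, and VIM, THRB and PIEZO2, which overlap antisense genes. The deposited table also gives an exon length per gene. It was used to recover reads, for the counting intervals and the TPM worth of 1 read, and to describe the length of genes.

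From the deposited FPKM, TPM was computed as in the paper's methods, and libraries were compared as the difference of log2(TPM + 1) over genes with at least 1 TPM in one of the 2 libraries. A gene was counted as higher or lower from 2-fold, a log2 difference of 1 or more. In each library, the most common value above 0 of FPKM times length was taken as 1 read. This gave the assigned reads of each library. In a gene with 2000 bases of exons, 1 read was worth 0.0955, 0.0862 and 0.0735 TPM. Recovered reads served for Clopper-Pearson intervals at 95% and for the limit of 3 reads that a count of 0 allows. Reads are not independent molecules, so both cover counting error only, and as many reads were shared between genes, the intervals are approximate.

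No test between conditions was possible with 1 library each, and no p-value was computed. Lists with at least 3 members were described by the median log2 difference and its percentile among 10000 random lists of the same size, matched on mean log2(TPM + 1) in 20 bins. All 24 lists were evaluated for each of 3 pairs of libraries. About 1.2 of 24 lists would lie outside the central 95% if genes moved independently, and 8 did for PE siHHEX against PE siControl. The random lists were drawn gene by gene, while some lists share members and members of a list can move together. The 8 lists therefore cannot be read as an excess over chance. The share of the difference between PE siControl and PF that was present in PE siHHEX was set against 20 data sets with Poisson reads and no difference between the PE libraries, since PE siControl enters both comparisons. Bootstrap intervals at 95% of medians over genes came from 10000 draws of the genes, which are not independent replicates.

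The genes named were set by a rule before the data were examined, after the paper's heatmap and qRT-PCR values had been seen. It took every gene the paper names, the 10 highest and 10 lowest of PE siHHEX against PE siControl and the 6 highest and 6 lowest of PE siControl against PF among named genes with at least 5 TPM, and from each list the 2 members with the largest differences. For PE siHHEX against PE siControl it named 20 short RNAs of 62 to 107 bases, with 4.5 to 22.0 reads in the higher library and no read in the other for 19 of them. The same rule limited to protein-coding genes with at least 50 reads was added after the values were seen, and further list members are named as examples chosen after their values were seen. Genes of the Y chromosome and XIST were left out. The value of 1 list member is not reported here.

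Alternatives were FPKM in place of TPM, pseudocounts of 0.1 and 5, no filter or a minimum of 5 TPM, median-of-ratios scaling, ACTB set equal, and TPM without the 20 highest genes. Fold thresholds of 1.5 and 4 were also tried. Limits to protein-coding genes, to genes with at least 50 reads, and to both were added after the data were seen. The steps were tested on simulated data in which 200 genes were changed between PE siHHEX and PE siControl. Of 50 genes lowered by a log2 difference of 1.5, 96.0% were recovered as 2-fold or more lower, and all 50 at each of the other 3 sizes were recovered. The changed genes were drawn only from genes with a mean of at least 5 TPM and many reads in the PE libraries. These shares therefore do not hold for genes with few reads, such as PTF1A and EOMES. Of 21865 genes left equal in the simulation, 4.87% came out 2-fold or more apart, from counting error alone, and 0.0% of the 14529 with at least 50 reads did. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.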

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

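The 7 genes in this part are protein-coding, are not discussed in the paper, and had a ratio of PE siHHEX to PE siControl whose counting interval lay above 4, a limit chosen after the values were seen. Of the tests, those of leftover foregut cells (including the groups of genes compared), of short genes and of hedgehog targets were chosen after their results were seen.

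BMP5, a bone morphogenetic protein, had a log2 difference of 2.38, and THRB, a thyroid hormone receptor, of 2.22. PIEZO2, a mechanosensitive channel, had 2.05. These 3 genes were higher in PF than in PE siControl, and BMP5 and THRB in PE siHHEX were near their PF level, at 12.5 TPM against 13.1 TPM for BMP5 and 7.26 TPM against 8.45 TPM for THRB. CH25H, which makes 25-hydroxycholesterol, had a log2 difference of 2.31, MAGEA11, a cancer-testis antigen, of 2.23, TPPP3, a tubulin-binding protein, of 2.23, and TMOD1, a cap of actin filaments, of 2.19. These 4 genes were lowest in PF, so their level in PE siHHEX is not a PF level.

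Protein-coding genes that were lower in PE siControl than in PF tended to stay higher in PE siHHEX than in PE siControl. Against a mean of 52.4% in simulated data, 69.3% of 1114 such genes with at least 50 reads were higher in PE siHHEX. Their median share of the difference present in PE siHHEX was 89.7%, where simulated data with counting noise alone gave 99.4% to 100.0%, which argues against counting noise in the shared PE siControl library. A fixed share of foregut cells left in the siHHEX culture would leave each gene the same share of its difference between PF and PE siControl. This share had a median of 0.927% (bootstrap interval 0.499% to 1.91%) over 124 genes at least 8-fold lower in PE siControl than in PF. Over 466 genes 2-fold to 4-fold lower, it was 10.0% (7.63% to 11.0%). Of the 124 genes, 19, among them AFP and APOB, were lower in PE siHHEX beyond counting error. With counting noise as the only variation, this argues against leftover cells as the whole cause. The groups of genes were formed on the same PE siControl library that enters the share, so variation between cultures could add to this contrast. A slower step from PF to PE after HHEX knockdown remains open: the share reached by genes that were higher in PE siControl than in PF was 94.8%, below the simulated 99.5% to 100.0%. Variation between cultures was not measured. Of the 6 genes with the largest gain over PF, TCN1, MMP1 and JAG1 were higher in PE siHHEX than in PE siControl. A uniform delay would not give this, but NKX6-1, CGA and SLC4A4 were lower, as a delay would give.

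Short RNAs with few reads make up the largest differences between the PE libraries. Of the genes 2-fold or more apart, 90.0% had under 50 reads in both libraries, against 27.8% of the genes within 2-fold, as few reads behind the TPM of short genes would give. Counting error alone put 4.87% of 21865 equal genes 2-fold or more apart in the simulation, where 4.89% of the genes compared were higher and 5.25% lower, so it gives fewer such genes than were seen. What accounts for the rest, and any biological explanation, was not tested.

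SHH was higher in PE siHHEX, but PTCH1, which hedgehog signalling induces, had a log2 difference of -0.27 with a counting interval of -0.39 to -0.14. This argues against a higher response to hedgehog in the bulk of the culture at day 14. A response in few cells or at other times was not tested.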

How the results depend on the processing

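No paired analysis was possible because each condition has 1 library, and leaving out a replicate was not possible for the same reason. Limits to protein-coding genes or to genes with at least 50 reads were chosen after seeing the data. Of 1263 values of single genes under alternatives, 873 stayed within the counting interval of the main value, 390 moved and no gene with a 2-fold difference changed direction. Of 610 list values, 567 kept their side of the central 95%, 19 moved into it, 21 moved out of it and 3 reversed. Of the 567, 32 changed sign, among them the hepatobiliary list between the PE libraries, from -0.07 to 0.01 with no filter, and the definitive endoderm list, under 6 alternatives from 0.02 to values between -0.01 with FPKM and -0.08 with ACTB set equal, so medians near 0 have no fixed direction. ACTB differs between libraries, and setting it equal moved the median of all genes from -0.022 to 0.38 for PE siControl against PF, from -0.0084 to 0.29 for PE siHHEX against PF and from 0.026 to -0.084 between the PE libraries. The cause of the moves below was not tested, except where fewer genes or another threshold were counted. For FPKM, part of the cause follows from the settings, as the pseudocount and the minimum stayed at 1. The FPKM of a library summed to between 259224 and 265392, where TPM sums to 1000000. The same 1 was therefore a larger pseudocount and a higher minimum with FPKM than with TPM. Moves with FPKM include this change and are not those of the unit alone.

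Between the PE libraries, ACTB set equal gave log2 differences of -0.18 for EPCAM, -1.63 for NKX6-1, -0.59 for ONECUT1 and -1.42 for ONECUT3, and a pseudocount of 5 gave -1.16 for ONECUT3. PTF1A was -0.76 with FPKM, -3.3 with a pseudocount of 0.1 and -0.61 with a pseudocount of 5, and SHH was 1.58, 2.47 and 1.44 under the same 3 settings.

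Genes 2-fold or more higher and lower in PE siHHEX than in PE siControl numbered 273 and 278 with FPKM, 201 and 190 with a pseudocount of 5, 382 and 338 with a minimum of 5 TPM, 167 and 87 for protein-coding genes, 151 and 79 with at least 50 reads, 136 and 69 for both limits, 2324 and 2109 at 1.5-fold and 200 and 236 at 4-fold, and 1816 were higher with a pseudocount of 0.1. For PE siControl against PF the counts were 988 and 1089, 756 and 928, 1219 and 1458, 958 and 1285, 998 and 1281, 871 and 1114, 4529 and 4764, and 599 and 660 under the same 8 settings, and 4194 were higher and 1786 lower with ACTB set equal. For PE siHHEX against PF they were 997 and 1027, 813 and 861, 1273 and 1295, 1031 and 1118, 1032 and 1111, 914 and 959, 4506 and 4396, and 624 and 646, with 3440 higher and 1840 lower with ACTB set equal against 2523 and 2501 in the main comparison. Among protein-coding genes with at least 50 reads, more genes were higher than lower in PE siHHEX than in PE siControl, a split that the count over all genes does not show.

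The correlation of PE siHHEX with PE siControl exceeded that with PF by 0.0584, and by 0.0354 with no filter, 0.11 with a minimum of 5 TPM, 0.0885 for protein-coding genes, 0.092 with at least 50 reads, 0.104 for both limits and 0.3 for the Fig. 4A genes alone. With the mean in place of the median, the Fig. 4A list was at -0.35 and the hepatobiliary list at -0.3, both then outside the central 95%, the duodenal list at 0.35, no longer outside, and the ductal list for PE siControl against PF reversed to 0.34. The endocrine list for PE siControl against PF reversed from 0.21 to -2.1 with at least 50 reads, alone or with the limit to protein-coding genes. The share of the difference present in PE siHHEX was, for the higher genes, 88.1% with a pseudocount of 5, 88.3% with a minimum of 5 TPM, 94.5% for protein-coding genes and also with at least 50 reads, and 94.8% for both limits, and for the lower genes 95.9% with ACTB set equal.

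Depth limits genes with few reads: PTF1A rests on 33 and 2 reads, and EOMES on 20 and 5.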

Differences from the paper's values

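The paper's qRT-PCR, normalized to ACTB in 3 experiments, and the RNA-seq library are different assays. For NKX6-1 the paper's level in siHHEX relative to siControl is about 0.1 in Fig. 2D (SD about 0.07), read by eye, and the ratio of TPM was 0.347. Of the alternatives set before the data were examined, none reached the paper's value: the ratio was 0.34 with FPKM, 0.341 with median-of-ratios scaling, 0.319 with ACTB set equal and 0.338 without the 20 highest genes. Both lie below 1. The ratios of HHEX, PDX1, PTF1A, ONECUT1, ONECUT3 and EPCAM lay within 1.5 times of the qRT-PCR values, also read by eye. Each of these ratios was higher than its qRT-PCR value, as that of NKX6-1 was. The ratio of PTF1A rests on few reads and has a wide interval, so its nearness to the qRT-PCR value says little.

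For KDR and EOMES the paper reports no significant difference after HHEX knockdown, without showing the data. Its statistics section names the tests of the whole paper but not which of them was applied to these genes. In these libraries KDR was 2.92 times higher in PE siHHEX (95% interval 2.27 to 3.78) and EOMES was lower, at a ratio of 0.293 (95% interval 0.0859 to 0.805). The intervals cover counting error and are no test between conditions, so they do not bear on significance. The paper lists EPCAM among the downregulated genes, and its ratio was 0.959, or 0.883 with ACTB set equal. By the paper's qRT-PCR, normalized to ACTB, it was about 0.87 (SD about 0.05, Fig. 4B, read by eye). The paper names ONECUT1 and ONECUT3, but not EPCAM, as reproduced by qRT-PCR.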

Other observations

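The test of imprinted genes was run on a list written after IGF2, DLK1 and PEG10 had been seen to be lower, and before the values of the other members were seen. The test of the DLK1 locus was chosen after the values of its genes were seen.

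Retinoic acid response genes stood apart between the PE libraries. Of 11 compared, RARB was 2-fold or more higher in PE siHHEX on the log2(TPM + 1) scale, none was lower and 8 were higher by any amount, with a median log2 difference of 0.26 (percentile 99.0). RARB, a retinoic acid receptor and target, was at 80.0 TPM in PF, 12.0 TPM in PE siControl and 29.0 TPM in PE siHHEX, and CYP26B1, which degrades retinoic acid, at 252.9, 7.65 and 15.8 TPM. By the ratio of TPM, CYP26B1, at 2.06 (95% interval 1.76 to 2.41), and CYP26A1, at 2.64 (95% interval 1.52 to 4.77), were also past 2-fold. A retinoid is given in Stage 3 and not in Stage 4. Of 12 genes of the EGF and MAPK response, 10 were higher in PE siHHEX, none by 2-fold, with a median of 0.24 (percentile 99.9). SPRY1, a feedback inhibitor of receptor tyrosine kinases, was at 60.2 TPM in PE siControl and 112.8 TPM in PE siHHEX, and SPRY4 at 49.0 and 80.6 TPM. Of 3 gastric genes, CTSE, which encodes cathepsin E, was at 10.2 TPM in PE siControl and 31.0 TPM in PE siHHEX, and the median was 1.04 (percentile 97.6).

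Of 11 mesenchyme genes, VIM, which encodes vimentin, was 2-fold or more higher in PE siHHEX on the log2(TPM + 1) scale, at 645.1 TPM in PE siControl and 1322 TPM in PE siHHEX, with 1597 TPM in PF. The median of the list was 0.19 (percentile 96.2), THY1 had a ratio of TPM of 2.44 (95% interval 1.47 to 4.15), and COL3A1 was at 71.8 and 67.7 TPM. Lists with a median inside the central 95% were housekeeping (0.06), p53 response (0.05), pluripotency (0.05), hypoxia and glycolysis (0.12), epithelial adhesion (0.11), neural (0.19), Wnt pathway (-0.03), ductal (-0.07), interferon response (-0.11), endocrine (-0.57) and the Fig. 4A genes (-0.06). In the endocrine list, INS rests on 5 reads in PE siControl and none in PE siHHEX, and NEUROG3 had no read in any library.

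IGF2, DLK1 and PEG10, all imprinted, were lower in PE siHHEX than in PE siControl. IGF2 was at 6641 and 2964 TPM, and PEG10 at 534.4 and 259.9 TPM. As a hypothesis, imprinted genes could be lower together. The median log2 difference of 13 other imprinted genes was 0.14, at the 90.5 percentile of matched random lists, and 6 of the 13 were lower and the others higher in PE siHHEX. MAGEL2 was higher, at a ratio of 1.76 (95% interval 1.42 to 2.19), and MEST was lower, at 0.668 (95% interval 0.645 to 0.693), as were CDKN1C, at 0.835, and KCNQ1OT1, at 0.882, beyond counting error. That members went both ways argues against a lower level of all imprinted genes together, but not of a part of them. It leaves open a lower level at single loci. Of the neighbours of DLK1 on chromosome 14, MEG3 had a ratio of 0.358 (37 and 121 reads), MEG8 of 0.278 (95% interval 0.133 to 0.534) and RTL1 of 0.269 (17 and 74 reads), and the upper ends of the 3 intervals were at or below 0.534, as a lower level of the whole locus would give. MEG3 and MEG8 were under 1 TPM and did not enter the list median, RTL1 had a log2 difference of -0.97 with the pseudocount, and RTL1 and MEG8 overlap, so their reads are uncertain. SGCE, next to PEG10, had a ratio of 0.816 (95% interval 0.732 to 0.909), and H19, next to IGF2, of 0.87 (95% interval 0.484 to 1.54).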
